# The Multi-Modal Effect of the Anti-fibrotic Drug Pirfenidone on NSCLC

**DOI:** 10.3389/fonc.2019.01550

**Published:** 2020-01-21

**Authors:** Sebastian Marwitz, Kati Turkowski, Dörte Nitschkowski, Andreas Weigert, Julius Brandenburg, Norbert Reiling, Michael Thomas, Martin Reck, Daniel Drömann, Werner Seeger, Klaus F. Rabe, Rajkumar Savai, Torsten Goldmann

**Keywords:** TGFβ, lung cancer, immunotherapy, tumor microenvironment, SMAD

## Abstract

Although immune checkpoint and targeted therapies offer remarkable benefits for lung cancer treatment, some patients do not qualify for these regimens or do not exhibit consistent benefit. Provided that lung cancer appears to be driven by transforming growth factor beta signaling, we investigated the single drug potency of Pirfenidone, an approved drug for the treatment of lung fibrosis. Five human lung cancer cell lines and one murine line were investigated for transforming growth factor beta inhibition via Pirfenidone by using flow cytometry, In-Cell western analysis, proliferation assays as well as comprehensive analyses of the transcriptome with subsequent bioinformatics analysis. Overall, Pirfenidone induced cell cycle arrest, down-regulated SMAD expression and reduced proliferation in lung cancer. Furthermore, cell stress pathways and pro-apoptotic signaling may be mediated by reduced expression of Survivin. A murine subcutaneous model was used to assess the *in vivo* drug efficacy of Pirfenidone and showed reduced tumor growth and increased infiltration of T cells and NK cells. This data warrant further clinical evaluation of Pirfenidone with advanced non-small cell lung cancer. The observed *in vitro* and *in vivo* effects point to a substantial benefit for using Pirfenidone to reactivate the local immune response and possible application in conjunction with current immunotherapies.

## Introduction

Lung cancer is the leading cause of cancer-related death worldwide with an estimated 1.6 million of deaths per year. Non-small cell lung cancer (NSCLC) accounts for 80–85% of diagnosed lung cancer cases (1) and the majority of patients are diagnosed with metastatic disease in the absence of specific early symptoms (2). The implementation of targeted therapies for patients with treatable oncogenic alterations and immunotherapies, either alone or in combination with chemotherapy, has substantially improved the prognosis of patients with advanced, unresectable NSCLC (3) and changed the treatment paradigm with the introduction of anti-PD-1 treatment as first line therapy (4). Despite the fact that immune checkpoint therapies offer remarkable responses, many NSCLC patients will not qualify for either targeted therapies or immune checkpoint inhibitors. Hence, novel therapeutic targets are required to provide these patients enhanced treatment options other than palliative care. The transforming growth factor β (TGFβ) pathway has recently been shown to exhibit aberrant activation in human NSCLC patient tissues, mediated by epigenetic silencing of the pseudo-receptor BMP and activin membrane-bound inhibitor (BAMBI) that resulted in increased Mothers against decapentaplegic homolog 3 (SMAD3) phosphorylation, tumor growth, and Epithelial-Mesenchymal-Transition (EMT) signatures (5). Furthermore, EMT signatures in human NSCLC specimen were inversely associated with T cell infiltration and exhibited increased expression of immune checkpoint molecules (6). Simultaneous inhibition of PD-L1 and TGFβ, by using a bifunctional fusion protein, effectively reverted the mesenchymalization and chemotherapy resistance of human lung cancer cells (7), which highlights the possible benefit of addressing both, the tumor as well as infiltrating immune cells. Recent approaches aiming at reprogramming of the tumor-microenvironment (TME) by either targeting cancer-associated fibroblast mediated immune evasion (8) or TGFβ signaling, may enhance (immune)-therapy (9), improve vaccine approaches (10) or chemotherapy (11). Nevertheless, these promising approaches still remain in pre-clinical phase. A retrospective study in idiopathic pulmonary fibrosis (IPF), which is discussed to be driven by aberrant TGFβ (12), found that patients treated with Pirfenidone had a significantly reduced risk of developing lung cancer during their follow-up phase (13). Pirfenidone is a FDA/EMA approved drug for treating IPF (14) that inhibits TGFβ1 induced expression of Collagen type I and Heat Shock Protein 47 (HSP47) in human lung adenocarcinoma cells (15) and was recently shown to suppress proliferation in human pancreatic cancer cells (16) or inhibit motility of NSCLC cells by interfering with the urokinase system (17).

The present study therefore aimed to conduct *in vitro* and *in vivo* investigations of the single-agent potency of Pirfenidone for treating lung cancer and exploring the rationale of possible application in NSCLC patients not eligible for chemotherapy or immune checkpoint therapy by off-label use.

## Materials and Methods

### Cell Culture

Human adenocarcinoma (A549, H838, H1650, H1975), squamous cell carcinoma (H520) and mouse Lewis lung carcinoma 1 cells (LLC1) were purchased from the American Type Culture Collection (ATCC, Manassas, VA) and maintained in RPMI-1640 supplemented with 10% fetal calf serum (FCS, Invitrogen, Carlsbad, CA, USA or Pan Biotech, Aidenbach, Germany) and 1%P/S (Invitrogen or Pan Biotech) and 1% L-Glutamine (Invitrogen or Pan Biotech). Cells were incubated at 37°C in 5% CO_2_. Parts of the cell culture experiments were conducted in two independent laboratories and by two independent observers (SM, KT) and are indicated as such.

### Cell Line Authentication

Human cell line authentication via STR analysis was done in a DIN ISO 17025 certified service laboratory (Eurofins Genomics, Ebersberg, Germany). Results were submitted to online STR profile search at DSMZ (Braunschweig, Germany) and evaluation values retrieved from interrogating 9 STRs: A549 (1.0; 36/36), H1650 (1.0; 36/36), H838 (0.89; 32/36), H1975 (1.0; 36/36), H520 (0.89; 32/36). All cell lines used were tested for mycoplasma and were free of mycoplasma at time of experiments.

### Reagents

All experiments used Pirfenidone (CAS RN: 53179-13-8) from the same vendor (TCI Deutschland GmbH, Eschborn, Germany), reconstituted in pre-warmed PBS for *in vitro* experiments or methylcellulose for *in vivo* experiments.

### Cell Cycle Analysis

To perform cell cycle analysis by flow cytometry, the cells were seeded into T75 cell culture flasks and left over night to adhere. The next day, cell culture media was replaced by fresh media containing Pirfenidone or the respective amount of PBS as solvent control. Treatment was continued for 48 h in a CO_2_ incubator at 37°C. Cell culture media was removed to eliminate dead cells and the remaining cell layer was washed with PBS. The cells were detached by using trypsin/EDTA and washed with PBS. A total of 0.5 × 10^6^ cells were transferred to 5 ml flow cytometry tubes and fixed with final 1% PFA for 10 min at 4°C. A 1 ml aliquot of flow cytometry buffer (PBS with 1% heat inactivated FCS and 0.09% sodium azide; sterile-filtrated) was added and the cells were pelleted at 300 x g for 5 min and the supernatant discarded. Next, cells were permeabilized with 0.25% Triton X-100/PBS for 7 min at RT. Two milliliters of flow cytometry wash buffer was added and the cells were pelleted by centrifugation for 5 min at 300 x g to discard the supernatant. A 500 μl aliquot of 3 μM DAPI/PBS solution (Biolegend, San Diego, CA, USA) was used to resuspend the cells and stain intranuclear DNA for 15 min at RT in the dark. The cells were analyzed on a Macs Quant analyzer (Miltenyi, Bergisch-Gladbach, Germany) with DAPI detectors set to linear range. Cell cycle analysis was performed using FCS Express software version 6 (DeNovo Software, Glendale, CA, USA) and the proprietary multi-cycle analysis tool. For this, cellular debris was excluded by gating on a homogenous population and the gates were set via FSC vs. SSC to focus on single cells. Furthermore, additional gating was performed via DAPI-H vs. DAPI-W to focus on single cells for multi cycle analysis.

### In-Cell Western

An In-cell Western (ICW) assay was used to detect and quantify relative abundance of proteins. 5 × 10^3^ cells in 100 μl of media per well were seeded on a 96-well plate and left to adhere overnight. On the next day, the cell culture media was changed to treat the cells with either Pirfenidone, or a respective volume of PBS or left untreated for the indicated time-points. After treatment, the cells were fixed with a final 2% PFA in the cell culture medium for 10 min before the supernatant was discarded. The cells were permeabilized with 50 μl of 0.25% Triton X-100/PBS for 7 min at RT and the volume removed afterwards. The cells were then washed 3x with 150 μl of PBS and blocked finally with 100 μl 1x Roti-Block (Carl Roth, Karlsruhe, Germany) for 1.5 h at RT. Primary antibodies were diluted in 50 μl 1x Roti-Block and left for incubation for 1 h at RT under constant gentle shaking. Negative controls with omission of primary antibody were included for each experimental condition and on every plate. Supernatant was removed and the wells were washed 3x with 150 μl of PBS. Primary antibodies were detected using either goat anti-mouse or goat anti-rabbit IgG conjugated with IRDye® 800CW (Licor Biosciences, Lincoln, NE, USA) at a dilution of 1/1,200 in 1x Roti-Block supplemented with TO-PRO3-Iodide (ThermoFisher Scientific, Waltham, MS, USA) for 1 h at RT. The wells for background controls did not receive TO-PRO3-Iodide to allow subtraction of pure 800 nm background signal. After incubation with secondary antibodies, the supernatant was removed and the wells washed 3x with 150 μl PBS. Plates without liquids were scanned on an Odyssey Clx near-infrared scanner (Licor Biosciences) using “auto scan” on 800 and 700 nm channel as intensity settings and a 3 mm focus off-set at 169 μm resolution with lowest quality. For semi-quantitative analysis of protein expression, the ImageStudio software version 4 (Licor Biosciences) was used. The shift of images between the two channels was corrected prior to analysis within ImageStudio and a grid was placed on the wells to measure the relative fluorescence signal. The mean background signal was calculated and subtracted from each experimental parameter. The TO-PRO3-Iodide signal was used to normalize target expression to the respective cell number each well and the mean signal from 3 technical replicates was calculated for each experiment.

### Antibody Arrays

Antibody arrays were used to analyze whole cell lysates from the cell culture experiments. The PathScan Intracellular Signaling and the PathScan Stress and Apoptosis arrays (Cell Signaling Technology, Danvers, MA, USA) were used according to manufacturer's instructions. In short, adherent cells from stimulation experiments were detached using Trypsin/EDTA, washed with PBS and transferred to a microcentrifuge tube. Then, 1x Cell Lysis Buffer (Cell Signaling Technology) was added according to manufacturer's instructions and protein concentration was determined using BCA test. 0.75 mg/ml of total protein was used to incubate on the array slide and later on incubated with a biotinylated secondary antibody. Bound proteins were detected by addition of streptavidin-conjugated DyLight® 680 and the fluorescence image was acquired on an Odyssey Clx near-infrared scanner (Licor Biosciences). For detection the 700 nm channel was used and the intensity was set auto exposure with a resolution of 21 μm and medium image quality with no focus off-set. Image analysis done using ImageStudio software version 4.0 and a grid was place on the scanned image. Then the intensity values were exported to spreadsheet software. Signal from negative control spots of each array was substracted from raw expression signals of targets present on each array. For each target 2 technical replicates were present on the antibody arrays and the median of both values was used for further analysis.

### Immunohistochemistry (IHC)

IHC was conducted as described elsewhere (5) with the following antibodies and dilutions: rabbit anti-CD4 (1/1,000, clone EPR19514, abcam, Cambridge, UK), rabbit anti-CD19 (1/800, clone D4V4B, Cell Signaling Technology, Danvers, MS, USA), rabbit anti-NKp46/NCR1 (1/500, polyclonal, NSJ Bioreagents, San Diego, CA, USA), rabbit anti-CD45 (1/250, clone EP322Y, abcam), rabbit anti-CD3 (1/100, polyclonal, abcam), rabbit anti-CD8 alpha (1/2,000, clone EPR21769, abcam).

### Transcriptome Analysis

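The transcriptome data analyzed here came from 2 human lung adenocarcinoma cell lines, A549 and H1975, treated for 6 h or 24 h with 0.75 mg/ml Pirfenidone or with the matching volume of PBS, its solvent. Each of the 8 groups held 3 samples, and each of the 24 samples was hybridized to its own array. The arrays were Agilent one-color oligonucleotide arrays, on which the labeled RNA of a sample carries a single dye and the brightness of a spot measures the amount of RNA bound by its probe. The deposited scanner files hold the intensity of each spot as extracted by the Agilent software, corrected for background and not normalized between arrays, and a separate table holds the authors' processed log2 values of the same arrays. After removal of control spots, 43118 spots for 34127 different probes remained on each array. The log2 of the processed signal was set relative to the 75th percentile of its array, spots marked as outliers were left out, and spots of 1 probe were averaged. Between 62.7% and 69.5% of the probes were well above background on an array, and no probe was saturated. The tests covered the 23827 probes that were well above background on all 3 arrays of at least 1 group. The number of arrays, 3 per group, limits the precision of each value. The authors' processed values, centered on the median of each probe over the 24 arrays, gave differences between arrays that correlated with those of the scanner values with a Pearson r of 0.9998 across probes. The arrays lay on 7 slides and came from 4 runs. All 4 conditions of an A549 run shared 1 slide. In H1975, the PBS sample of replicate 1 at 24 h lay alone on its slide. On every slide the treatment and time of a sample decided its place on the slide, so within a line the place and the treatment go together by design.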

Total RNA was used for reverse-transcription, amplification, and labeling using the Low-Input Quick Amp Labeling Kit (Agilent Technologies, Böblingen, Germany) according to manufacturer's instructions and described elsewhere (5). A Moderated *T*-Test with a fold-change cut-off of ≥2 as well as a Westfall-Young Permutation family-wise error rate (FWER) of ≤ 0.05 as multiple testing correction were applied to retrieve significantly regulated genes. 

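This rule of a moderated test and a fold change of at least 2 was applied to the arrays of A549 and H1975 cells treated with 0.75 mg/ml Pirfenidone, with limma on 1 fit of all 24 arrays. The Westfall-Young permutation cannot reach its threshold here, since 3 arrays against 3 allow no two-sided p below 0.1, and the Benjamini-Hochberg adjusted p of limma, at 0.05 or less, took its place. In A549 cells 42 of 23827 probes passed at 6 h, 28 higher and 14 lower with Pirfenidone than with PBS, and 3 probes passed at 24 h, 1 higher and 2 lower. In H1975 cells 117 probes passed at 6 h, 95 higher and 22 lower, and 451 probes passed at 24 h, 212 higher and 239 lower. When only the 6 arrays of a comparison were fitted, 0, 1, 4 and 143 probes passed in the order given, and with run as a block 77, 9, 226 and 702 probes passed. The 3 probes of A549 at 24 h were well above background on at most 1 array of either group. The A549 result at 24 h depends on 1 pair of arrays, the PBS and Pirfenidone samples of replicate 3, whose difference runs opposite to the other pairs. Without these arrays 8 probes passed, and with run as a block as well 199 passed, settings chosen after the data were seen.
CHAC1 had one of the 3 largest increases in A549 at 6 h and in H1975 at both time points. Its brighter probe (NM_024111) lies on chromosome 15 of hg19 from 41248631 to 41248690. In A549 at 6 h its normalized log2 signal was 0.13 ± 0.48 (SD, n = 3) with PBS and 2.42 ± 0.52 (SD, n = 3) with Pirfenidone, a log2 fold change of 2.29 (standard error 0.36, limma adjusted p = 0.00619). In H1975 the log2 fold change was 3.20 (standard error 0.36, limma adjusted p = 1.4e-04) at 6 h and 2.77 (standard error 0.36, limma adjusted p = 3.8e-04) at 24 h. All 3 Pirfenidone arrays were above all 3 PBS arrays in these comparisons, and the other probe of the gene gave 2.21, 3.30 and 2.71. When only the arrays compared were fitted, CHAC1 missed the threshold at 6 h in A549 (limma adjusted p = 0.182) and in H1975 (limma adjusted p = 0.0678). In A549 at 6 h it also missed it with 1 array left out (limma adjusted p = 0.057) and with Holm adjustment (limma Holm-adjusted p = 0.123). In A549 at 24 h the log2 fold change of CHAC1 was -0.31 (limma adjusted p = 1). BIRC5, which encodes Survivin, is covered by a probe (NM_001012271) on chromosome 17 from 76220720 to 76220779. In H1975 at 24 h its normalized log2 signal was 4.76 ± 0.44 (SD, n = 3) with PBS and 3.39 ± 0.18 (SD, n = 3) with Pirfenidone, a log2 fold change of -1.37 (standard error 0.33, limma adjusted p = 0.0214), with every Pirfenidone array below every PBS array. The call depends on the setting: it was lost under normexp background correction (limma adjusted p = 0.0507), when only the arrays compared were fitted (limma adjusted p = 0.0565), with 1 array left out (limma adjusted p = 0.0941) and with Holm adjustment (limma Holm-adjusted p = 1). At 6 h in H1975 it was -0.34 (limma adjusted p = 0.843), and in A549 it was -0.17 at 6 h and 0.14 at 24 h (limma adjusted p = 1 for both). By run the A549 differences were -0.28, -0.09 and -0.13 at 6 h and 1.48, -0.23 and -0.83 at 24 h.

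**Figure D1:**
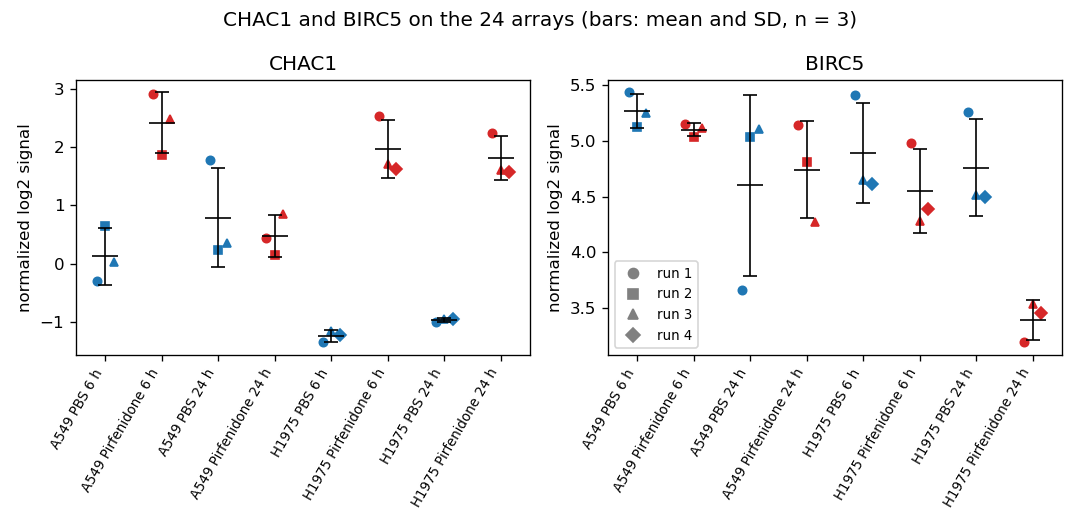
Normalized log2 signal (log2 processed signal minus the 75th percentile of the array) of CHAC1 and BIRC5 on each of the 24 arrays, by cell line, treatment and time; blue points are PBS arrays, red points Pirfenidone arrays, the marker gives the run, and the bars show the mean and SD of 3 arrays. CHAC1 lies above PBS with Pirfenidone in A549 at 6 h and in H1975 at both times, and the A549 PBS array of run 1 at 24 h has the highest CHAC1 (1.77) and the lowest BIRC5 (3.66) of the A549 arrays at 24 h.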

The g:Profiler web-tool with a false discovery rate (FDR) cut-off of ≤ 0.05 was used to for enrichment of pathways. Molecular interactions were retrieved from String database with a confidence cut-off filter ≥0.7 allowing a maximum of 20 first shell interactors and 5 2nd shell interactors. Interaction data was loaded into Cytoscape software version 3.6.

### Real-Time Cell Analysis (RTCA)

To monitor the cellular behavior in real time, the xCELLigence RTCA SP (Acea Biosciences, San Diego, CA, USA) was used according to the manufacturer's instructions. For this, cells were seeded on an E-Plate 96-well plate and left to adhere prior to stimulation. The next day, the cell culture medium was changed and measurement was started with an initial measurement every 30 s for 5 h and then every 30 min for 75 h. The background signal of the well plate with medium containing no cells was subtracted. Every experimental parameter was run with 4 technical replicates and the mean of each was used for statistical analysis. Cellular impedance of mean values was displayed over time as the “normalized cell index” and normalization was performed with unstimulated control cells.

### Scratch Assay

Cells were seeded into 24-well plates and cultured with respective media RPMI-1640 until they reached a confluence of 100%. A vertical scratch through the plate was produced with a 10 μl pipette tip. After washing with PBS, the cells were incubated in RPMI-1640 containing 1.5 mg/ml Pirfenidone. Immediately after wounding and at 20 h, scratches were photographed at 5 x magnification with phase contrast (Leica DMI3000 B microscope, Leica, Germany). Extents of wounds were measured and calculated with ImageJ Software (NIH). Four technical replicates were conducted for each experiment (*N* = 3).

### Proliferation Assay

Proliferation assays were performed with serum-starved cells exposed for 24 h to RPMI-1640 supplemented with 1.5 mg/ml Pirfenidone using a BrdU colorimetric cell proliferation ELISA according to manufactures instructions (Roche, Basel, Switzerland). Absorbance was measured at 370 nm with reference at 492 nm in a plate reader (TECAN, Männedorf, Switzerland). The proliferation of cells was plotted as a percentage of absorbance compared with the control cells' absorbance. At least three independent experiments were performed with 8 technical replicates each.

### Migration Assay

Chemotactic migration was quantified by using a Boyden chamber transwell assay (8 μm pore size; uncoated filters; Corning, New York, NY, USA). Either control or Pirfenidone 1.5 mg/ml RPMI-1640 supplemented media was provided in the lower chamber and tumor cells in serum free RPMI-1640 were introduced to the upper chamber (5 × 10^4^). The cells were allowed to migrate for 16 h and then fixed with methanol and washed in PBS. Cells on the apical side of membranes were removed with cotton swaps. Remaining cells on the membrane were stained with crystal violet and imaged using a digital slide scanner (Nanozoomer 2.0 HT, Hamamatsu, Japan). ImageJ software (NIH, MD, USA) was used for image analyses. At least three independent experiments were performed with 4 technical replicates. Migration was plotted as percentage of Pirfenidone treated cells compared to PBS control.

### Mouse Model

All experiments using animal models were performed according to the German Law for Animal Protection and the National Institute of Health Guidelines for Care and Use of Laboratory Animals. The protocol for the animal studies was approved by the University Animal Care Committee and the federal authorities for animal research of the Regierungspräsidium Darmstadt (Hessen, Germany; approval number B2/1107). C57BL6/J mice were purchased from Charles River Laboratories (Sulzfeld, Germany). Lewis lung carcinoma cells (1 × 10^6^) were randomly injected subcutaneously into 6–8 week old BL6/J mice. Pirfenidone was applied in 2 dosages in methyl cellulose via oral gavage on a daily basis and sacrificed after 20 days. Control groups received methyl cellulose.

### Flow Cytometry

To prepare tumors for flow cytometric analysis of immune cell composition, the tumors were placed in 35 × 10 mm Petri dishes (Sarstedt, Germany) and cut into small cubes (<1 mm^3^) with a scalpel. A digestion solution (2 ml) of collagenase D (0.2 mg/ml; Roche Diagnostics), pronase (1 mg/ml; Roche Diagnostics, Basel, Switzerland), and 2 ml of deoxyribonuclease I (400 U/ml, Promega, Madison, W, USA) was added, and samples were incubated for 40 min at 37°C on a shaker. The digested tissue was resuspended in 10 ml of PBS with 10% FCS to stop the digestion reaction and centrifuged for 5 min at 1,600 rpm. The pellet was washed with PBS and passed through a 40-mm cell strainer (BD Biosciences), and cells were counted. The cell suspension was then centrifuged, resuspended in 1 ml ice-cold 1% paraformaldehyde per 106 cells, and fixed for 15 min on ice. After centrifugation, cells were resuspended in FACS buffer [PBS, 0.15% EDTA, 10% FCS (pH 7.2)] and stained with fluorochrome-conjugated antibodies and analyzed on a LSRII/Fortessa flow cytometer (BD Biosciences, Heidelberg, Germany). Data were analyzed using FlowJo software Vx (Treestar). Antibodies and secondary reagents were titrated to determine optimal concentrations. CompBeads (BD Biosciences, Heidelberg, Germany) were used for single-color compensation to create multi-color compensation matrices. For gating, fluorescence minus one (FMO) controls were used. The instrument calibration was controlled daily using Cytometer Setup and Tracking beads (BD). The following antibodies were used: anti-CD3-PE-CF594, anti-CD4-BV510, anti-CD8-BV650, anti-CD11c-AlexaFluor700, anti-CD19-APC-H7, anti-Ly6C-PerCP-Cy5.5, anti-NK1.1-PE (BD Biosciences), anti-CD45-VioBlue, anti-MHC-II-APC (Miltenyi Biotec, Bergisch-Gladbach, Germany), anti-CD11b-BV605, anti-F4/80-PE-Cy7, anti-GITR-FITC, and anti-Ly6G-APC-Cy7. 7-AAD was used for dead cell exclusion.

### Data and Statistical Analyses

Statistical significance was determined by using GraphPad Prism (GraphPad Software, San Diego, CA, US) and the two-tailed unpaired or paired (where applicable) Student's *t*-test as well as one-way or two-way analysis of variance (1W/2W ANOVA) as indicated in the figure legends. Comparison of two experimental groups with one control group was calculated using 1W ANOVA with Dunnett's multiple comparisons test. Data is shown as mean ± SD of independent experiments unless otherwise stated. *P*-values are abbreviated as following: with ^*^p ≤ 0.05, ^**^p ≤ 0.01, ^***^p ≤ 0.001, ^****^p ≤ 0.0001.

### Ethics Approval and Consent to Participate

All experiments using animal models were performed according to the German Law for Animal Protection and the National Institute of Health Guidelines for Care and Use of Laboratory Animals. The protocol for the animal studies was approved by the University Animal Care Committee and the federal authorities for animal research of the Regierungspräsidium Darmstadt (Hessen, Germany; approval number B2/1107).

### Availability of Data and Materials

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. Transcriptome data will be publicly available at the GEO database upon publication under GSE136935.

## Results

### Pirfenidone Induced Cell Cycle Arrest and Reduced Proliferation in NSCLC Cell Lines

A growing body of data suggested an activated TGFβ signaling cascade in NSCLC (5) and recent studies showed benefits of inhibiting the TGFβ pathway (8, 9). We therefore set out to explore the impact of Pirfenidone, an approved drug for IPF treatment (14), on various human NSCLC cell lines. We first analyzed the potential anti-tumor activity by increasing concentrations of Pirfenidone on five NSCLC cell lines. Overall, a significant effect on the cell number after 48 h was observed in H838, H1975, and A549 cells (Figure 1A) which was accompanied by a significant reduction of Ki67 (Figure 1B). Further investigations were performed to analyze the effects on cell cycle. All cell lines exhibited a significant reduction of cells in the S phase and a significant increase of cells residing in the G0/G1 phase, which indicated cell cycle arrest (Figure 1C). These findings were further validated independently by using BrdU labeling to assess proliferation of four human and one murine cell line (Figure 1D). To determine if the effect of Pirfenidone exerted over a prolonged time-period, a real-time analysis of cellular viability was conducted in a time-frame up to 72 h (Figure 1E). Pirfenidone treated cells displayed a persistent reduction in the cell index over time, resulting in significant differences of Pirfenidone treated A549, H838, H1650, and H1975 cells compared to PBS treated cells (Figure 1F). Further investigation using transcriptome analysis depicting significantly regulated genes via Pirfenidone treatment for biological pathway enrichment. The evaluation resulted in a list of top 25 enriched pathways dominated almost exclusively by processes related to cell cycle, mitosis, and cell cycle checkpoints (Table 1). Overall, Pirfenidone exhibited potent efficacy on proliferation in five different NSCLC cell lines that resulted in reduced proliferation and a cell cycle arrest.

**Figure 1:**
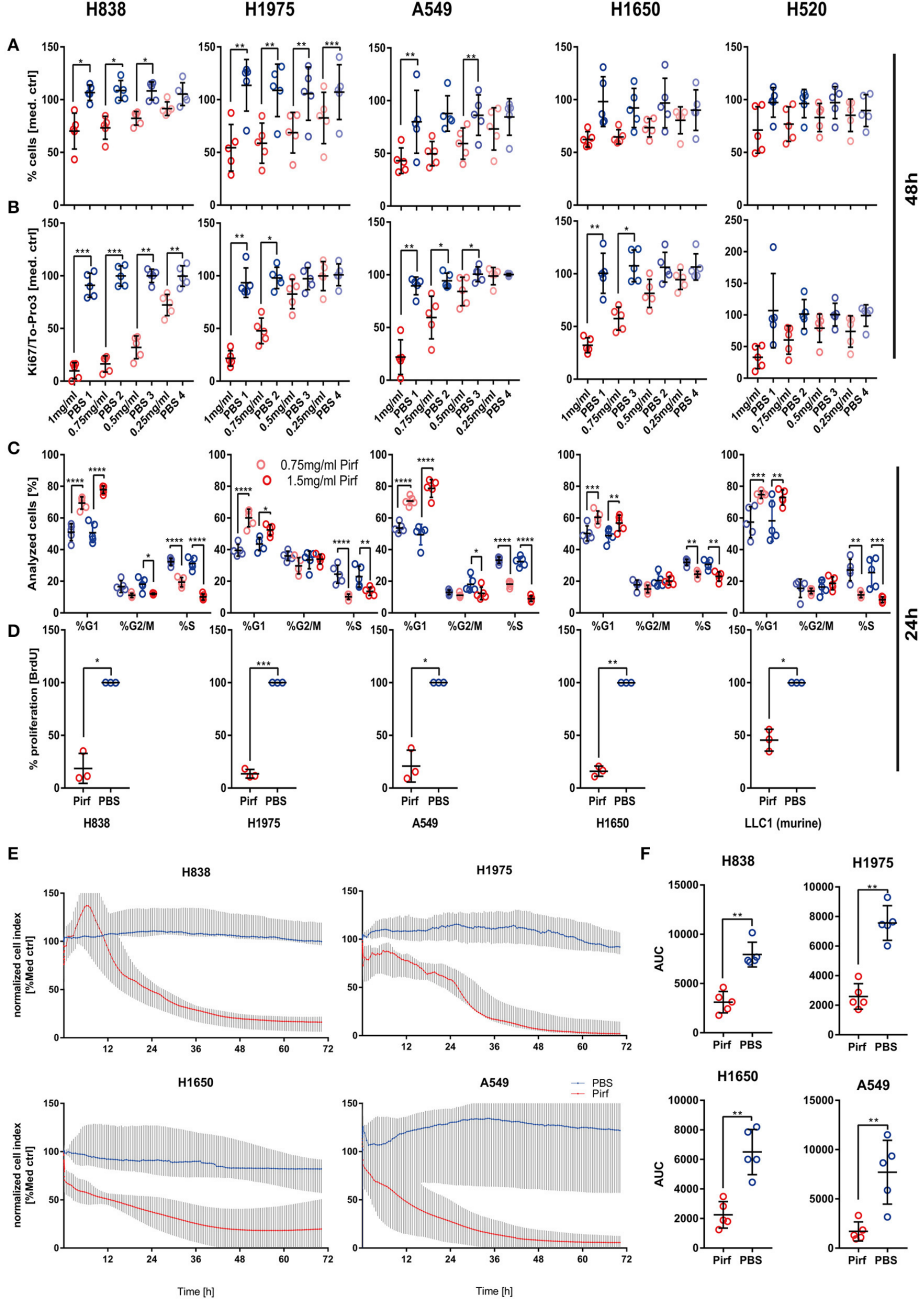
*In vitro* effect of Pirfenidone on NSCLC cell viability and proliferation. **(A,B)** Potential anti-proliferative effects and impact on cell viability were tested in four adenocarcinoma cell lines (H838, H1650, H1975, A549) and one squamous cell carcinoma cell line (H520) by relative quantification of cell number based on the To-Pro3 signal **(A)** between that in a vehicle control of PBS and multiple concentrations of Pirfenidone (1, 0.75, 0.5, 0.25 mg/ml) after 48 h of stimulation (*N* = 5). Cellular proliferation was quantified during same experiments by targeting Ki67 **(B)**. Data has been corrected for differences in cell numbers based on To-Pro3 signal and normalized to medium control. Data shown as mean ± SD with RM 1W-ANOVA and Bonferroni's multiple testing correction. **(C)** Cell cycle analysis on all cell lines was conducted after 24 h by flow cytometry and DAPI staining on Pirfenidone treated cells (0.75 and 1.5 mg/ml) and data analyzed by 2W -ANOVA with Tukey's multiple comparison test (*N* = 5). **(D)** Validation of the impact of Pirfenidone for 24 h was performed in an independent laboratory by targeting BrdU incorporation (*N* = 3) in 4 human NSCLC cell lines and 1 murine (LLC1) cell line using 1.5 mg/ml of Pirfenidone and PBS vehicle control. **(E)** Relative quantification of cell numbers over prolonged time based on impedance measurements using the Xcelligence platform was performed and data normalized to a medium control and represented as the median of *N* = 5 with 95% CI. **(F)** Area under the curve (AUC) from each experiment was calculated and Pirfenidone (1.5 mg/ml) treated cells compared with PBS treated cells by using the paired *T*-Test. For all statistical analysis *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 were considered to be indicative of statistical significance.

**Table 1:** Pirfenidone treatment of A549 cells leads to enriched signaling pathways involved in cell cycle, mitosis, and DNA replication.

**Pathway name**	**Source**	**Pathway ID**	**Adj. *p*-value**	**Coverage [%]**
Cell cycle	REAC	REAC:R-HSA-1640170	1.96E-13	17.56
Cell cycle, Mitotic	REAC	REAC:R-HSA-69278	2.28E-12	18.22
Retinoblastoma gene in cancer	WP	WP:WP2446	6.63E-09	33.33
Mitotic prometaphase	REAC	REAC:R-HSA-68877	7.86E-08	22.56
Resolution of sister chromatid cohesion	REAC	REAC:R-HSA-2500257	2.4956E-06	25.20
M phase	REAC	REAC:R-HSA-68886	4.9795E-06	16.62
Cell cycle checkpoints	REAC	REAC:R-HSA-69620	2.3064E-05	17.65
Cell cycle	KEGG	KEGG:04110	2.6264E-05	22.58
Spliceosome	KEGG	KEGG:03040	4.1917E-05	21.64
Mitotic anaphase	REAC	REAC:R-HSA-68882	9.0806E-05	19.49
Mitotic metaphase and anaphase	REAC	REAC:R-HSA-2555396	0.0001	19.39
Separation of sister chromatids	REAC	REAC:R-HSA-2467813	0.0003	19.25
Amplification of signal from the kinetochores	REAC	REAC:R-HSA-141424	0.0003	25.00
Amplification of signal from unattached kinetochores via a MAD2 inhibitory signal	REAC	REAC:R-HSA-141444	0.0003	25.00
Cell cycle	WP	WP:WP179	0.0003	22.50
RHO GTPases activate formins	REAC	REAC:R-HSA-5663220	0.0004	21.32
G1 to S cell cycle control	WP	WP:WP45	0.0006	28.13
Mitotic spindle checkpoint	REAC	REAC:R-HSA-69618	0.0015	22.22
TP53 regulates transcription of cell cycle genes	REAC	REAC:R-HSA-6791312	0.0017	30.61
G1/S transition	REAC	REAC:R-HSA-69206	0.0018	20.61
Mitotic G1-G1/S phases	REAC	REAC:R-HSA-453279	0.0023	19.59
Processing of capped intron-containing pre-mRNA	REAC	REAC:R-HSA-72203	0.0023	16.81
Telomere C-strand (lagging strand) synthesis	REAC	REAC:R-HSA-174417	0.0033	41.67
S phase	REAC	REAC:R-HSA-69242	0.0045	18.63
DNA replication	KEGG	KEGG:03030	0.0072	30.56

### Pirfenidone Significantly Affected Core TGFβ Signaling Mediators and C-Terminal Phosphorylation

The exact molecular mechanism of Pirfenidone has not yet been totally elucidated, but effects on the TGFβ pathway downstream targets TGFβ 1, Collagen I, and HSP47 have been discussed (15, 18). To investigate if Pirfenidone exerts a direct effect on the signaling cascade, we first analyzed the transcriptome of A549 cells and the response of three specific TGFβ pathway gene sets. PCA analysis demonstrated a clear distinction of A549 cells treated with Pirfenidone vs. A549 cells treated with PBS. This was true in the GSEA “Hallmark TGFβ” gene set, Reactome “Signaling by TGFβ family members” gene set as well as the gene set from Zhang et al. (19). This gene set in particular was derived from ChIP experiments of TGFβ stimulated A549 cells and resulted in a set of genes which were shown to be regulated by SMAD3 binding to their promotor region (Figure 2A). We next aimed to analyze the effect on TGFβ core pathway mediators and their biological activities on protein level to assess possible biological relevance related to SMAD expression and phosphorylation. Both SMAD2 and SMAD3 were investigated for their relative protein abundance and their C-terminal phosphorylation. Treatment of NSCLC cell lines with Pirfenidone caused significant reduction in total SMAD3 in the A549, H1650, H1975, and H520 cell lines and a similar trend in H838 (Figure 2B) were observed. Additionally, the C-terminal phosphorylation of SMAD3 was significantly reduced in A549 and H520 cell lines with a similar trend for H838, H1650, and H1975. Similarly, a significant reduction of total SMAD2 protein was observed in all analyzed cell lines with no significant reduction in phosphorylation of SMAD2, although decreasing trends were observed in A549, H1650, and H520 cells. A matching pattern was detected on RNA level, where *SMAD3* was significantly reduced upon Pirfenidone stimulation after 6 h of treatment with a concomitant increase of the TGFβ pseudo-receptor *BAMBI* after 24 h (Figure 2C).

**Figure 2:**
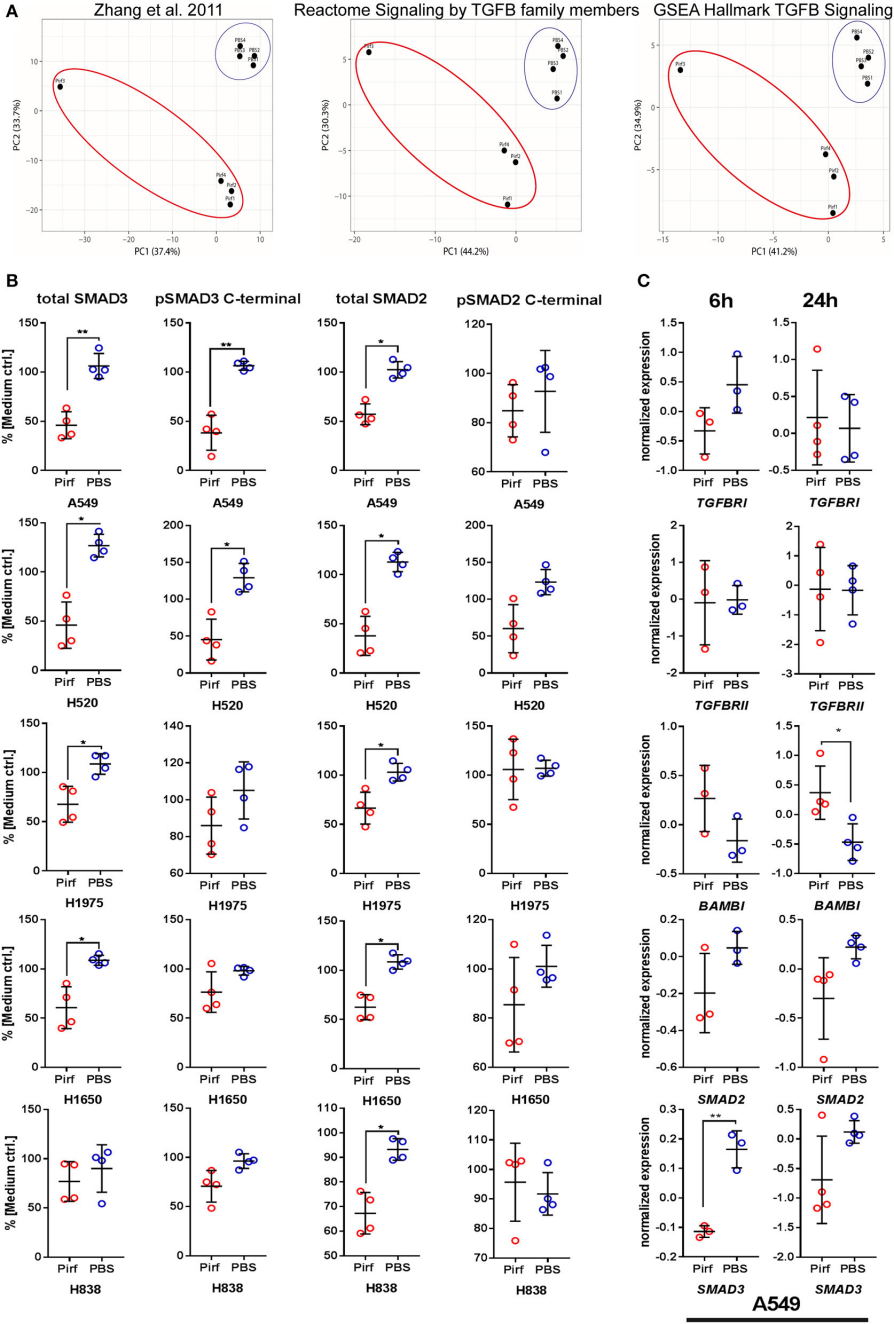
Pirfenidone influences TGFβ pathway member expression and regulation on mRNA and protein level. **(A)** mRNA expression from transcriptome data of Pirfenidone or PBS treated A549 cells after 24 h. Principal Component Analysis (PCA) of gene sets targeting TGFβ 1/SMAD3-downstream genes in A549 cells (19) or Reactome and GSEA Hallmark gene sets. **(B)** In-Cell Western assay targeting relative expression of total SMAD2, total SMAD3, and C-terminal phosphorylation of SMAD2/-3 normalized to total amount of cells and expression in medium controls. **(C)** Transcriptome data of selected pathway mediators from 6 to 24 h treatment of A549 cells with 1.5 mg/ml Pirfenidone. Shown as mean values (*N* = 3–4) ± SD. Paired *T*-Test with *p ≤ 0.05, **p ≤ 0.01, were considered to be indicative of statistical significance.

### Pirfenidone Reduced the Tumor Growth and Improved Tumor Infiltration by Immune Cells

Since we observed potent effects of Pirfenidone on NSCLC cell proliferation and viability as well as an impact on TGFβ pathway, we next investigated the effect in an *in vivo* model using the murine adenocarcinoma cell line LLC1 as recent publications highlighted the possible benefits of interfering with the TGFβ pathway to support radiation therapy (20) or checkpoint therapy (8, 9, 21, 22). We choose two different dosages of Pirfenidone based on previous studies in animal models of fibrotic diseases (23–25). Pirfenidone slowed down the tumor growth, as indicated by tumor volume over time (Figure 3A) with a significant reduction at day 16 at the highest dose of Pirfenidone and at both concentrations by the end of the experiment (Figure 3B). The vital tumor area was significantly reduced in mice that were treated with 500 mg/kg of Pirfenidone (Figure 3B). At day 20, some tumors were harvested and investigated by flow cytometry for the proportion of infiltrated immune cells. The overall number of CD45^+^ cells did not change significantly, but the percentage of total T cells as well as CD4^+^ helper T cells, NK cells, and CD11b^−^ dendritic cells exhibited a significant increase (Figure 3C). The percentage of CD8^+^ cytotoxic T cells showed a clear tendency that did not reach statistical significance, whereas the abundance of neutrophils seems to be unaffected by both concentrations of Pirfenidone. Paraffin-embedded tumor tissues were then investigated histologically for their vital tumor area and immune cell markers by IHC (Figure 3D). As observed by flow cytometry, the amount of CD4^+^ cells increased significantly as well as CD3^+^ (Figures 3D,E) and Nkp46^+^ cells with Pirfenidone treatment within the tumor tissues, whereas CD19^+^ cells were unaffected by the treatment. Thus, Pirfenidone treatment reduced tumor growth in a murine mouse model and was accompanied by reduced vital tumor area and a significant increase in immune cells, primarily in T cells and NK cells.

**Figure 3:**
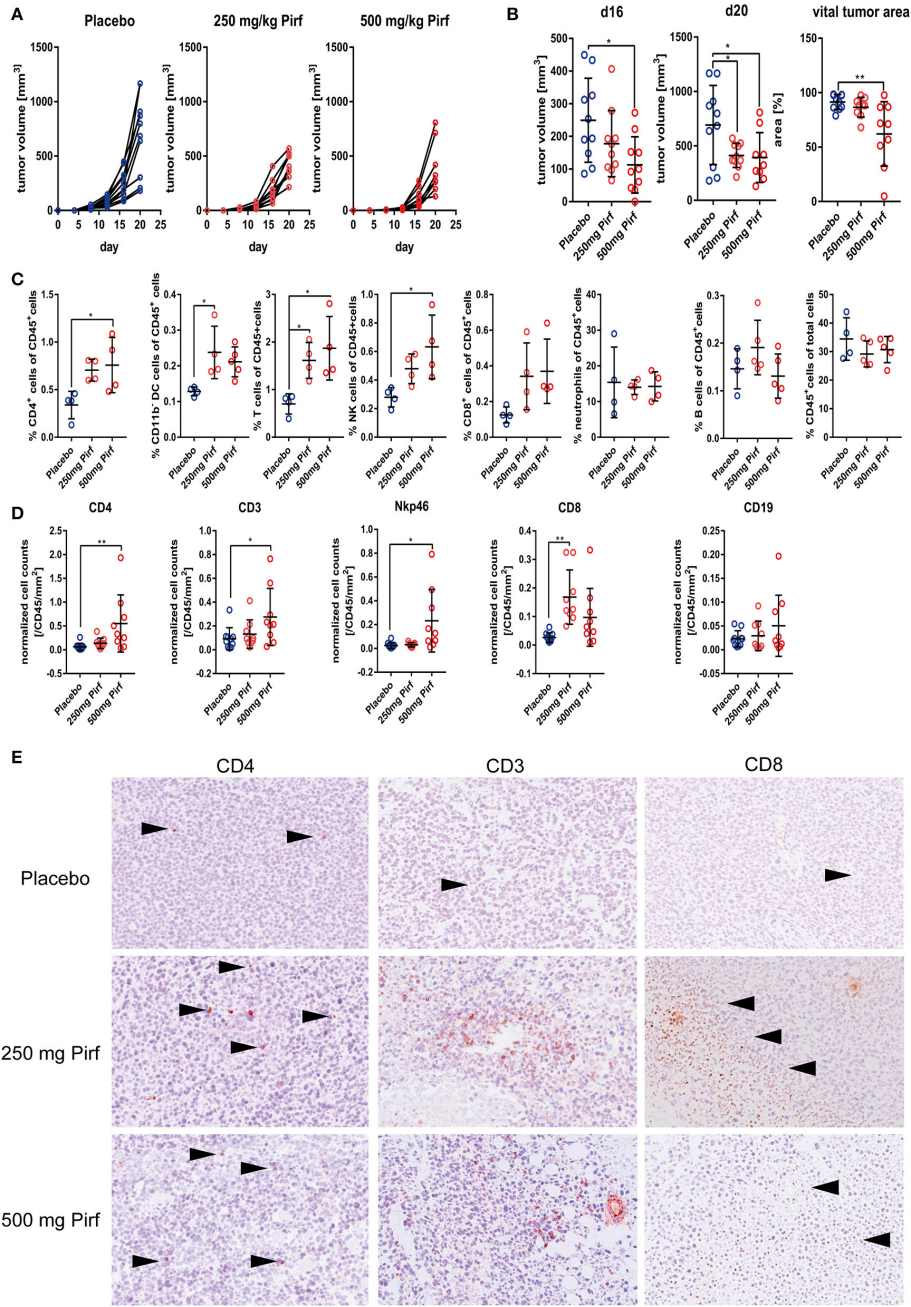
Effect of Pirfenidone in subcutaneously transplanted LLC1 cells. **(A)** Measurement of tumor volume during course of *in vivo* experiment with 250 mg/kg body weight Pirfenidone, 500 mg/kg body weight or respective vehicle control (Placebo). **(B)** Quantification of tumor volume at d16 and d20 as well as percentage of vital tumor area at d20 comparing Pirfenidone treated groups with Placebo control group. **(C)** Flow cytometry analysis of digested tumor tissues for relative abundance of invaded immune cell populations targeting CD45+ cells, CD4+, CD8+, neutrophils, B cells, CD11b– DCs, T cells, and NK cells. Statistical evaluation performed as indicated above. **(D)** Additional phenotyping of intra-tumoral immune cells as performed by IHC targeting CD4, CD8, CD19, CD3, and Nkp46 with exemplary images of CD3, CD4, and CD8 IHC taken at 20x magnification **(E)**. 1W-ANOVA with Dunnett's multiple comparison test considering *p ≤ 0.05, **p ≤ 0.01 significant was used for **(B–D)**.

### Pirfenidone Down-Regulated Survivin, Affected Apoptotic Signaling and Mitigated Migratory as Well as Wound Healing Capacity

As the *in vivo* data suggested a reduction in vital tumor area that was accompanied by an increased influx of inflammatory cells, we speculated if Pirfenidone might exert effects on cellular health in addition to the observed effects on proliferation. Therefore, we assessed effects on non-TGFβ pathway related mediators by analyzing lysates from Pirfenidone treated NSCLC cell lines for cell stress markers along with other intracellular signaling events (Figure 4A). In A549 cells, a reduction in Survivin expression was observed as well as a distinct trend in the H1650 cell line (Figure 4A). Survivin is thought to prevent apoptosis and induce cell proliferation in multiple malignancies (26) and conveys prognostic value for stratifying lymph-node positive NSCLC patients (27). We further validated the antibody array findings by ICW assay, which resulted in significant reduction of Survivin expression among all investigated NSCLC cell lines (Figure 4D). In addition we queried the String protein-protein interaction database for other molecules that are likely to biologically interact with Survivin (Figure 4C). These molecules were linked back to the transcriptome data and investigated for significant regulation by Pirfenidone. Here, all of the mutual interactors of Survivin exhibited significant regulation, which led to a reduced expression of these molecules in Pirfenidone treated A549 cells (Figure 4B). Furthermore, Survivin/BIRC5 interacted closely with molecules (Figure 4C) which were shown to regulate stem cell properties in lung adenocarcinomas (SPC25) (28), influence radiosensitivity in lung cancer (AURKA) (29), or mediate anti-EGFR therapy in NSCLC (AURKB) (30). Interestingly, a majority of Survivin interacting molecules that were found to be significantly regulated by Pirfenidone are also associated with the mitotic spindle (MAD2L1, BUB1, BUB1B, BUB3, CDC20) and were shown to be increased in human breast cancer (31). Furthermore, phosphorylated Chk1 seemed to be reduced upon Pirfenidone treatment. Chk1 is involved in DNA damage repair and necessary for checkpoint delay (32), thereby complementing the cell cycle results. Expression of pro-apoptotic Caspase-3/-7 and phosphorylation as well as cleavage of PARP was up-regulated in H1650 or H1975 (Figure 4A) but not A549 cells which might be due to differences in the genetic background of the analyzed cell lines. Finally, we characterized the effect of Pirfenidone on the wound healing and migratory capacity of 4 human and 1 murine adenocarcinoma cell line (Figures 4E,F). Here, Pirfenidone significantly reduced the wound healing capabilities in H838 and H1650 cells with a similar trend observed in A549 and H1975 cells (Figure 4E). Moreover, migration was successfully reduced in all investigated cell lines by treatment with Pirfenidone (Figure 4F). Taken together, Pirfenidone affected several proteins that are involved in cell cycle regulation, stress response, DNA damage repair, or exhibit prognostic information on response to different therapy regimen. The impact on these molecules was accompanied by reduced migration and wound healing capacity thereby indicating a decreased metastatic potential.

**Figure 4:**
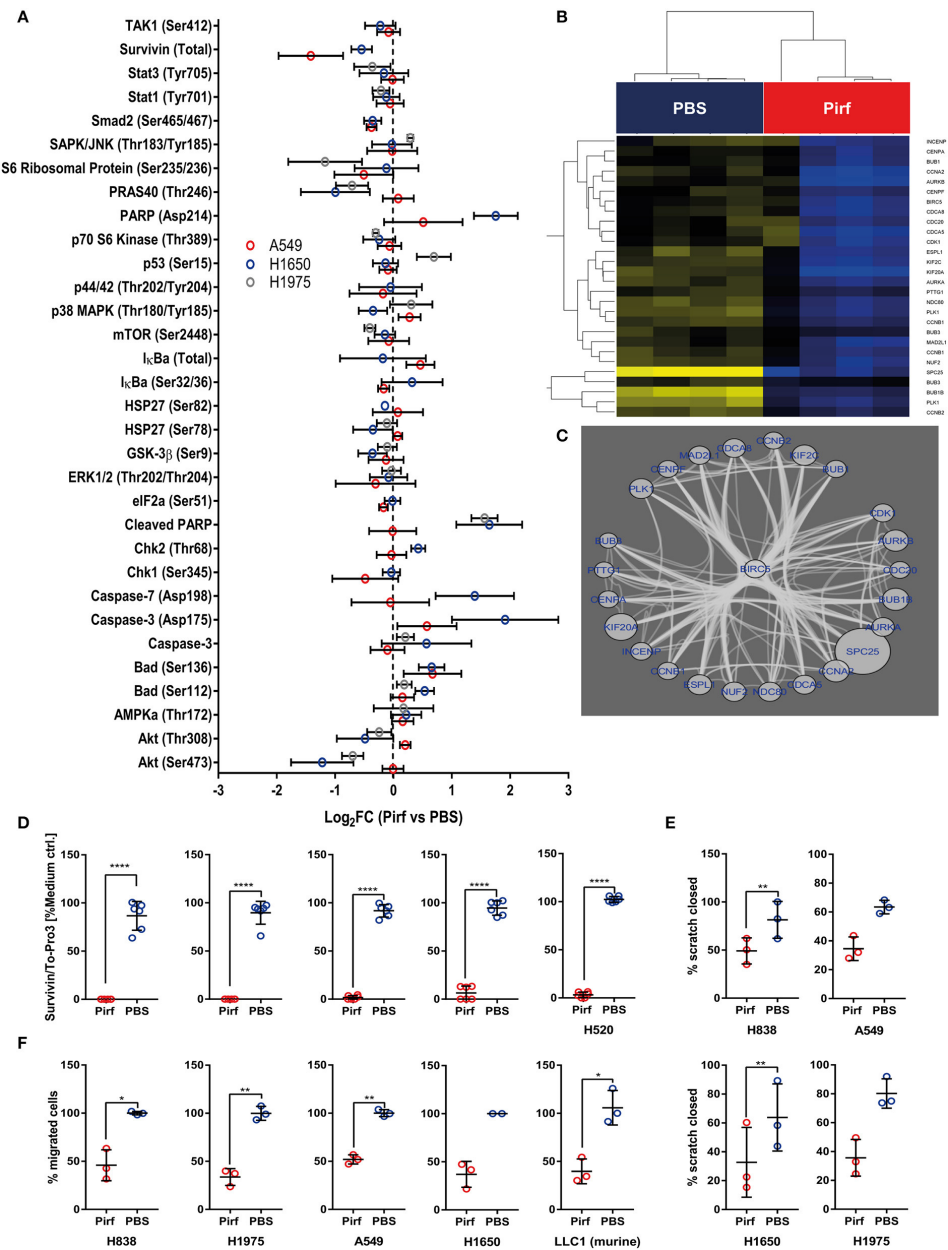
Pirfenidone regulates cell stress mediators and negatively impacts pro-survival molecule Survivin. **(A)** Effect of Pirfenidone (1.5 mg/ml) or a respective volume of PBS on cell stress and different intracellular signaling nodes after 24 h. Antibody array analyses of lysates from cell culture experiments. Seventy-five micrograms amount of total protein was hybridized to Apoptosis and Cell Stress Arrays and Intracellular Signaling Arrays. Relative fluorescence signal of each experimental parameter was normalized to respective medium control and mean values of technical replicates from each arrays used to compute the Median with 95% CI from biological replicates: Cell stress array A549 (*N* = 4) and H1650 (*N* = 2–4) or Intracellular signaling array A549 (*N* = 3), H1975 (*N* = 3), and H1650 (*N* = 4). Data displayed as Log_2_ Fold Changes of Pirfenidone treated cells in comparison to PBS control. **(B)** BIRC5 regulatory network as enriched by STRING protein-interaction database was analyzed for significantly expressed genes on RNA level between PBS and Pirfenidone treated A549 cells. **(C)** Significantly regulated genes by Pirfenidone within the Survivin/BIRC5 network of interacting molecules display high level of connectivity. Down-regulation by Pirfenidone indicated by blue font and bubble size corresponds to the magnitude of fold change. **(D)** Effect of Pirfenidone (1.5 mg/ml) on the protein expression of Survivin after 24 h. In-Cell Western assay targeting relative expression of Survivin, normalized to the total amount of cells and expression in medium controls (*N* = 4). **(E)** Scratch assay of Pirfenidone treated cells (1.5 mg/ml) or PBS control, Data displayed as % of closed scratch area comparing initial area and 20 h post wounding (*N* = 3). **(F)** Migration assay after 16 h treatment of Pirfenidone (1.5 mg/ml) or PBS. Data displayed as the percentage of migrated cells to PBS control or scratched closed (*N* = 3). All data shown as mean ± SD. Statistical analysis for **(D–F)** by Paired *T*-Test with *p ≤ 0.05, **p≤0.01, ****p ≤ 0.0001.

## Discussion

In this study, we investigated the effect of the single-drug potency of Pirfenidone on NSCLC cell lines and an *in vivo* tumor model. In general, Pirfenidone exerted an effect on cellular proliferation, as indicated by reduced Ki67 protein level and BrdU incorporation, as well as G0/G1 arrest in the cell cycle in five different NSCLC cell lines. Furthermore, core mediators of the signaling pathway showed effects on their expression at the mRNA and the protein level, where Pirfenidone induced a differential gene expression response in three well characterized gene sets comprising SMAD3 downstream genes (19) or TGFβ pathway members. A similar effect on cell proliferation was recently observed in mesothelioma cell lines (33), hepatocellular carcinoma cells (34), and pancreatic cancer cells (16), although there was no effect on SMAD expression or phosphorylation but rather on p-ERK 1/2 (33) in mesothelioma cells or p-Stat3 in fibroblasts of IPF patients (35). Pirfenidone affected also cellular mobility as indicated by reduced wound healing ability and migration that was also recently observed independently and linked to the uPA/PAI-1 system (17) and resulted in our experiments in a reduced vital tumor area *in vivo*. As Pirfenidone not only regulated TGFβ pathway members but also other molecules such as Survivin/BIRC5 among others, we cannot exclude the possibility that the observed effects are not directly TGFβ -dependent or TGFβ -exclusive. Nevertheless, Pirfenidone might target other pathways, as it was shown to influence pro-malignant processes and molecules such as the pro-survival molecule Survivin (26, 27) or PRAS40, a negative regulator of the p53 nuclear stress response pathway and promoter of cell survival and tumorigenesis (36) in addition to pro-apoptotic molecules PARP and cleaved Caspase 3/7 (Figure 4A). Regarding induction of apoptosis and differentiation from autophagy or senescence, we assume that the mutational background of the investigated cells might be discriminating factor since A549, H1650, or H1975 cells responded slightly different to Pirfenidone.

Nevertheless, the overall results among all investigated cell lines clearly pointed out the potent anti-tumor activity and a positive effect toward TME reprogramming, as Pirfenidone successfully enhanced recruitment of immune cells into the tumor. Furthermore, by altering the immune cell composition in the TME toward an induction of NK cells or T cells, Pirfenidone may act also on different layers: A direct anti-tumor effect targeting the proliferative potential of NSCLC cells and inducing pro-apoptotic molecules and an indirect anti-tumor effect by attracting NK and T cells.

Recent observations showed promising evidence of clinical efficacy in malignant diseases for inhibiting TGFβ alone or together with PD-L1 as it was shown that response to PD-L1 therapy in metastatic urothelial cancer was attenuated by a TGFβ gene expression signature in fibroblasts contributing to exclusion of CD8 cells. Recapitulation in a mouse model targeting TGFβ and PD-L1 together, lead to improved T cell invasion into the tumor, anti-tumor immunity and tumor regression (21). Also application of the bifunctional fusion protein M7824, which targets PDL1 and TGFβ 1 (10). Pirfenidone has been shown to synergize with cisplatin in killing tumor cells and CAFs in NSCLC cells (37) as well as to act synergistically with doxorubicin in a triple-negative breast cancer (TNBC) model and inhibiting tumor fibrosis and TGFβ signaling (38); although individual effects of Pirfenidone on tumor growth and lung metastases were not evaluated so far. Again, an effect on TME normalization has been previously observed that affected ECM molecules and blood vessel functionality and resulted in improved doxorubicin efficacy based on improved drug delivery in two orthotopic murine breast cancer models (11).

We therefore aim to highlight the individual efficacy of Pirfenidone in inhibiting TGFβ pathway activation with subsequent recruitment of effector immune cells that result in diminished tumor growth and tumor size *in vivo*, which still leaves open mechanistic questions on the exact molecular mode of action. Nevertheless, we perceive a solid benefit of using an FDA/EMA approved drug repurposed for application in NSCLC therapy that leaves potential for further investigations with regards to combinations with checkpoint therapy to improve immune cell activation and recruitment concomitantly with anti-tumorigenic effects on cell cycle and central stress-related pathways induced within the tumor.

## Data Availability Statement

Publicly available datasets were analyzed in this study, these can be found in the NCBI Gene Expression Omnibus (GSE136935).

## Ethics Statement

All experiments using animal models were performed according to the German Law for Animal Protection and the National Institute of Health Guidelines for Care and Use of Laboratory Animals. The protocol for the animal studies was approved by the University Animal Care Committee and the federal authorities for animal research of the Regierungspräsidium Darmstadt (Hessen, Germany; approval number B2/1107).

## Author Contributions

TG, RS, KT, and SM conceived of the study, planned the experiments, and drafted the manuscript. SM, KT, DN, JB, and AW conducted experiments, analyzed data, and produced figures. MR, NR, MT, KR, WS, and DD provided critical (clinical) insights. All authors read and approved the final manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

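Gene expression was measured in A549 and H1975 cells treated for 6 h or 24 h with 0.75 mg/ml Pirfenidone or the matching volume of PBS, with 3 samples in each of the 8 groups and 1 one-color Agilent array per sample, 24 arrays in all. Conditions and replicate numbers were taken from the sample labels. The deposited scanner files hold the intensity of each spot, made by the authors with Agilent's extraction software, which subtracts background and marks outlier spots, spots well above background and saturated spots. The authors also deposited a table of processed log2 values of the same arrays. Its values were compared with the scanner values: each probe was centered on its median over the 24 arrays, with the largest absolute median at 5.0e-04, the direction and log2 scale were those of the scanner values, and the constant subtracted from each array correlated with the array's 75th percentile with an r of 0.9905. How the authors set that constant is not given in the sources used here. The medians of the 24 columns lay between -0.163 and 0.156. The table held 34183 probes, of which 56 were control probes.

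The main values were the log2 of the processed signal minus the 75th percentile of its array over the 43118 spots that are not controls. Outlier spots were left out and spots of 1 probe were averaged, and a probe counted as well above background on an array if a share of at least 0.5 of its spots did. Tests were run with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes) on the 23827 of 34127 probes that were well above background on all 3 arrays of at least 1 group, in 1 fit of 8 groups with 16 residual degrees of freedom. A probe passed at a Benjamini-Hochberg adjusted p of 0.05 or less and a log2 fold change of at least 1 in size. Fold changes are Pirfenidone minus PBS, differences between lines are H1975 minus A549, and differences between times are 24 h minus 6 h. On simulated arrays with 200 changed probes among 23827, the same fit and threshold recovered 87.5% of them in A549 at 6 h and 92.5% in A549 at 24 h. They recovered 90.0% in H1975 at 6 h and 89.0% in H1975 at 24 h. The false calls in this order were 4, 4, 7 and 4. All planted changes were well above the log2 limit of 1, and the noise was independent between arrays, without shifts of runs. These values therefore do not give the recovery of changes near the limit, or the false calls where arrays of a run vary together.

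A total of 5 gene lists, fixed before the data were examined, were tested with limma's camera at its preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 20 tests of 5 lists in 4 comparisons. The S phase list (46 genes) and the G2/M list (54 genes) are those of both versions in Seurat version 5.3.0. The lists named both versions beforehand, and joining them for the S phase list was settled after first values had been seen. The p53 target list (25 genes), the stress response list (24 genes) and the TGFβ response list (27 genes) were written by hand. A gene was represented by its brightest probe over all arrays, and 1 S phase gene without a value on every array was left out of the set test. Genes are named in the text by a rule set beforehand: every gene the study names, and in each comparison the 3 largest increases and the 3 largest decreases among probes that passed, were well above background on all 6 arrays and had all Pirfenidone arrays on one side of all PBS arrays. For the difference between lines at 24 h, the 3 largest in each direction were taken among probes that passed and were well above background on all arrays. By chance 10% of genes have 3 arrays against 3 without overlap. Probes without a name under this rule that are named in the text were chosen after their values were seen.

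Gene symbols are those of the array files. Of the 30285 probes with a symbol, 26377 matched a RefSeq transcript by accession in the gene table of assembly GRCh38.p14, and 1974 of these have another current symbol. Positions are those of the probes in the array files, on hg19. No annotation of that build was used, so exons and untranslated regions are not given.

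The alternatives set beforehand were normexp background correction with an offset of 50, quantile normalization, the authors' processed values, no filter and a stricter filter on dim probes, the replicate number, slide or run as a block, fits of only the arrays compared, Holm and Westfall-Young adjustment, no fold-change limit, the methods' t-test (paired by run), genes in place of probes, the mean of all probes of a gene, camera with an estimated correlation, fry, and each array left out in turn. The study's pathway enrichment and network were not repeated. The array number limits the precision, and signals near background limit it further for dim probes.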

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

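The counts of other splits of the arrays, quantile normalization and run as a block were set before the data were examined, while holding quantile normalization against an explanation, the differences within runs, the tests of the A549 pair of run 1 and those of the place on the slide were chosen after the results were seen. The paper's text does not report on the H1975 arrays, and the A549 arrays at 0.75 mg/ml could not be tied to a result in it, since it gives 1.5 mg/ml for Fig. 2C and no dose for Table 1, Fig. 2A or Fig. 4B. Past the threshold were 42 probes in A549 at 6 h, 3 in A549 at 24 h, 117 in H1975 at 6 h and 451 in H1975 at 24 h. The 3 probes of A549 at 24 h were well above background on at most 1 array of each group and are not evidence of a change by the drug. With 3 arrays against 3 there are 10 splits of the 6 arrays, so whatever the values the splits cannot exclude chance at the 0.05 level. They also treat the arrays as exchangeable, although arrays of 1 run vary together, and the counts of the other splits rest on that. The labeled split was the only 1 of 10 to reach its own count in A549 at 6 h and in H1975 at 6 h and 24 h, where the other splits gave at most 1, 3 and 0 probes.

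In A549 at 24 h, 2 of 10 splits gave as many probes as the labeled one, and the other gave 206 probes. That split exchanges the PBS and the Pirfenidone array of replicate 3, which come from run 1. In this pair the median of the G2/M list was 1.30 higher with Pirfenidone on the log2 scale, against -0.20 in run 2 and -0.69 in run 3. Its differences correlated across probes with the H1975 changes at 24 h with an r of -0.51, against 0.23 and 0.38 for the other pairs. At 6 h the r with the H1975 changes at 6 h was 0.42 for the run 1 pair, 0.18 for run 2 and 0.31 for run 3. A shift of the slide or run shared by both arrays is argued against by the within-slide difference of 1.30. The count of G2/M genes lower with Pirfenidone in the pair was 0 of 54, against 53 and 52 in the other pairs. If the PBS array of the pair is right, this argues against a culture without response. The count is taken against that PBS array, so it cannot decide on a culture without response beside a wrong PBS array. An exchange of the labels of both arrays may explain the pair: the mean G2/M level of its PBS array was 0.88, below the 1.98 and 1.99 of the other PBS arrays, and that of its Pirfenidone array was 2.07, above the 1.77 and 1.34 of the other Pirfenidone arrays. This hypothesis rests on the data it was found in, and the labels were kept as given in every value. A single wrong PBS array stays open, since the Pirfenidone level of 2.07 is compared with only 2 other arrays. A real difference in response between runs also stays open for A549, because run 1 holds 1 A549 pair at 24 h and the design cannot tell it apart. The H1975 pair of run 1 at 24 h did not show the opposite change: its G2/M median was -1.54.

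The change differed between A549 and H1975 for 46 probes at 24 h, 40 with a larger and 6 with a smaller log2 change in H1975, and for 8 probes at 6 h. The largest differences at 24 h were in CHAC1 (3.08, limma adjusted p = 0.012), ADM2 (2.75, limma adjusted p = 0.00118) and C17orf107 (2.41, limma adjusted p = 0.0038), and in the other direction in ESCO2 (-1.58, limma adjusted p = 0.0474), PLK4 (-1.54, limma adjusted p = 0.0189) and MXD3 (-1.45, limma adjusted p = 0.00956). Without both A549 arrays of run 1 at 24 h, CHAC1 (limma adjusted p = 0.0558), ESCO2 (0.249), PLK4 (0.13) and MXD3 (0.0841) no longer passed, and 17 probes did. With the authors' processed values ESCO2 missed the threshold (limma adjusted p = 0.0508). A second probe of ADM2 differed by 0.20 only, and a second probe of MXD3 by -0.19. When the run-wise differences were split in place of the arrays, 48 probes differed at 6 h and 6 at 24 h, and the labeled split was the only 1 of 10 to give as many, though these splits cannot exclude chance either. Scaling is argued against as the whole cause by the 48 probes under quantile normalization at 24 h. PBS and Pirfenidone lie in the same runs in each line and time, so run as a block leaves the fold changes of probes with all values as they are and its count of 397 tests no shift of a run. A shift shared by the arrays of a run cancels in the differences within runs. For the stress response list these were 0.59 apart between the lines without the A549 pair of run 1, which argues against such a shift. For the stress response list the median difference between the lines was still 0.77 without the run 1 pair of A549. The remaining pairs of the lines were 0.59 apart, more than the 0.34 they spanned within a line. This argues against the pair as the whole cause when it is left out, which leaves the A549 pairs of runs 2 and 3. If its labels were exchanged, its difference of -0.59 would be a rise of that size. Such a rise lies above those of runs 2 and 3 (0.12 and 0.295) and below the lowest H1975 pair (0.89). The gap was not tested for that case, where the question stays open. For the G2/M list the difference was -0.63 without the pair, but the gap of 0.15 between the lines is less than the 0.70 spanned within a line, and the pair and a difference between the lines cannot be told apart. A difference in biology between the lines is untested beyond these values.

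Between 6 h and 24 h the change differed for 7 probes in A549 and for 1 probe in H1975, MXD3 (-1.62, limma adjusted p = 0.0344), whose log2 fold change was 0.44 at 6 h and -1.19 at 24 h. These counts come from the fit without run. With run as a block they were 27 in A549 and 45 in H1975, where 31 probes had a higher and 14 a lower change at 24 h. In the splits of the run-wise differences the A549 result reached 0 probes, so all 10 of 10 splits gave as many and the count says nothing. In H1975 it reached 4 probes and 1 of 10 splits gave as many, so these splits cannot exclude chance for either. The A549 difference includes the run 1 pair, and without both of its arrays at 24 h 3 probes passed.

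For the H1975 changes, scaling is argued against as the whole cause by the 518 probes that passed at 24 h under quantile normalization. A shift shared by the arrays of a run is argued against for the G2/M list at 24 h by its median differences within runs, of which the one nearest to 0 was -0.85, further from 0 than the 0.70 they spanned. The place of the array on the slide is set by treatment and time in both lines, so an effect of place alone would be alike in both. For the stress response list at 24 h it is argued against as the whole cause: A549 at the same places changed by a median of 0.19 without the run 1 pair, against 1.03 in H1975, and the pairs of the lines were 0.59 apart, more than the 0.34 they spanned within a line. For the G2/M list at 24 h A549 changed by -0.45 without the run 1 pair, and pairs of the lines were only 0.15 apart. For the stress response list at 6 h A549 changed by 0.81. Place and a drug effect in both lines would both give these values, which cannot tell them apart. The A549 run 1 pair at 24 h lay at the same places but had the G2/M list 1.30 higher with Pirfenidone, with 0 of 54 genes lower. Place alone would not give that rise, even with the labels exchanged. This is 1 pair, in which a wrong PBS array stays open, so it does not decide the question for G2/M.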

How the results depend on the processing

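The settings without both A549 arrays of run 1 at 24 h were chosen after the data were seen, and all others before the data were examined. With the authors' processed values all 29 summary results (8 counts of probes, 20 list medians and the correlation between the lines) kept their direction and side of the threshold, with counts within 1.5 times. A gene or list that passed under neither setting has no called direction, and its sign was not compared. The cause of a change was not tested unless it is named.

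Counts are given in the order A549 6 h, A549 24 h, H1975 6 h and H1975 24 h, which had 42, 3, 117 and 451 probes, and then for the differences between the lines at 6 h (8) and 24 h (46) and between the times in A549 (7) and H1975 (1). With normexp they were 14, 0, 118 and 172, then 0, 10, 0 and 0. At an unadjusted p under 0.05, limma gave 227 of 23827 probes in A549 at 24 h. This is less than the share of 0.05 expected by chance alone, so the count is no sign of a change. With quantile normalization 7 probes passed in A549 at 24 h, 2 for the lines at 6 h and 2 for the times in H1975. Without a filter on dim probes 10 passed in A549 at 24 h, 4 for the lines at 6 h, 0 for the times in A549 and 4 in H1975. With only probes well above background on all 24 arrays, 0 passed in A549 at 24 h, 67 in H1975 at 6 h, and 0 and 26 for the lines at 6 h and 24 h; fewer probes were tested. Only the arrays compared, which leaves fewer arrays to estimate the spread, gave 0, 1, 4 and 143, then 0, 3, 3 and 0. Holm adjustment, which is stricter by construction, gave 7 in A549 at 6 h, 21 in H1975 at 6 h and 33 in H1975 at 24 h. Without a fold-change limit 81, 335 and 1492 passed in these comparisons, and 2 for the times in H1975. The methods' t-test, paired by run, with its unadjusted p and the fold-change limit, gave 84 in A549 at 6 h, 29 in A549 at 24 h and 215 in H1975 at 6 h, and 0 in each of the 4 comparisons after Benjamini-Hochberg. The Westfall-Young adjustment was not run, because 3 arrays against 3 cannot give a p below 0.1.

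Higher and lower probes were split 95 to 22 in H1975 at 6 h, but 69 to 29 with quantile normalization and 113 to 5 with normexp, under which the median log2 fold change of all probes there was 0.29, against 0.0517. In A549 at 6 h the split was 28 to 14, and 11 to 3 with normexp. In H1975 at 24 h the balance was 212 to 239. It turned to 92 to 51 with only the arrays compared, 26 to 7 with Holm adjustment and 319 to 205 with the methods' t-test. It was also 366 to 336 with run and 280 to 277 with slide as a block. It did not turn with quantile normalization (209 to 309), normexp (66 to 106), the authors' values (190 to 284) and the replicate block (267 to 281), among others. For the lines it was 40 to 6 at 24 h, and 31 to 17 with quantile normalization and 272 to 125 with run as a block, and 6 to 2 at 6 h, and 3 to 3 with the authors' values. For the times in H1975 it was 0 to 1, but 17 to 8 with slide and 31 to 14 with run as a block.

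With the replicate block, the counts for the differences became 19 and 94 between the lines and 2 and 3 between the times, and no list call or other count changed by more than 1.5 times. The replicate numbers do not pair the H1975 samples at 6 h, where the correlations by number were -0.48, 0.43 and -0.68, against 0.82, 0.50 and 0.70 by run. With slide as a block 9 probes passed in A549 at 24 h and 215 in H1975 at 6 h, 58 and 175 for the lines at 6 h and 24 h, and 25 for the times in H1975. With run as a block 77, 9, 226 and 702 passed, then 67, 397, 27 and 45, with all probes of the original counts among them. Slide as a block kept 39 of 42, 3 of 3, 117 of 117 and 363 of 451, then 8 of 8, 43 of 46, 3 of 7 and 1 of 1. Run as a block leaves the fold changes of probes with all values as they are, so its counts rise through a smaller error.

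When each array was left out in turn, counts ranged from 10 (without its Pirfenidone array of replicate 3) to 38 in A549 at 6 h, from 0 to 5 in A549 at 24 h, from 67 (without its Pirfenidone array of replicate 3) to 99 in H1975 at 6 h, and from 104 (without its Pirfenidone array of replicate 3) to 478 in H1975 at 24 h. H1975 at 24 h also fell to 231 without PBS replicate 1 and 275 without PBS replicate 3. Differences between the lines ranged from 0 to 7 at 6 h and from 25 to 115 (without the A549 Pirfenidone array of replicate 2 at 24 h) at 24 h, and those between the times from 0 to 11 in A549 and from 0 to 5 in H1975. The list medians that changed a call ranged in A549 at 6 h from -0.16 to -0.0797 for G2/M and from -0.26 to 0.13 for the TGFβ response, and in H1975 at 6 h from 0.10 to 0.23 for the p53 targets. In A549 at 24 h they ranged from -0.12 to 0.18 for S phase, from -0.28 to 0.34 for G2/M, from -0.16 to 0.0667 for the p53 targets, from -0.14 to 0.11 for the stress response and from -0.35 to 0.0473 for the TGFβ response. Without the A549 PBS array of replicate 3 at 24 h the S phase (-0.12) and G2/M (-0.28) medians fell below 0 and the stress response median rose to 0.11, each past the threshold. Without the Pirfenidone array of replicate 3 at 24 h they were -0.0481, -0.0798 and 0.0554, of which only the stress response passed, and the TGFβ response was 0.0473 and no longer passed. Other arrays moved calls too: the stress response passed below 0 without PBS replicate 1 (-0.0966) or Pirfenidone replicate 2 (-0.10), the p53 targets passed without Pirfenidone replicate 2 (-0.16), and the TGFβ response no longer passed without PBS replicate 1 or 2 or Pirfenidone replicate 1.

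Without both A549 arrays of run 1 at 24 h, 8 probes passed in A549 at 24 h, 17 for the lines at 24 h and 3 for the times in A549, and with run as a block as well 199, 286 and 30. Under both settings the A549 medians at 24 h were -0.25 for S phase, -0.45 for G2/M and 0.19 for the stress response, each past the threshold in the opposite direction or newly past it, and -0.12 for the TGFβ response, no longer past it. The correlation between the lines at 24 h, -0.01 with all arrays, became 0.39 under both.

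The p53 target median passed under normexp in A549 at 6 h (0.0488) and 24 h (-0.0692), and under quantile normalization in A549 at 24 h (-0.0768) and H1975 at 6 h (0.19). With an estimated correlation between genes, camera no longer called S phase (-0.16) and G2/M (-0.13) in A549 at 6 h, S phase (0.0669), G2/M (0.11) and TGFβ response (-0.11) in A549 at 24 h, S phase (-0.17) and G2/M (-0.14) in H1975 at 6 h, and S phase (-0.81), G2/M (-1.11), p53 targets (0.21) and TGFβ response (0.22) in H1975 at 24 h; the medians do not depend on the set test. Under fry the same calls were lost except S phase, G2/M and p53 targets in H1975 at 24 h. Of the 32 values of named genes that passed, 26 no longer did with only the arrays compared, 23 with Holm adjustment, at least 17 with some array left out, 14 with normexp, 4 with slide as a block, 4 with the mean of all probes of a gene, 4 without both A549 arrays of run 1, 1 with the replicate block and 1 with the authors' values, and none changed its sign in any setting. The methods' t-test was not run for the 6 differences between lines, and after Benjamini-Hochberg all 26 others were lost. Without that adjustment it still lost BIRC5 in H1975 at 24 h and CHAC1 in A549 at 6 h. Signals near background limit dim probes: 4 of 42 probes in A549 at 6 h, 3 of 3 in A549 at 24 h, 27 of 117 in H1975 at 6 h, 49 of 451 in H1975 at 24 h, 5 of 8 and 20 of 46 for the lines at 6 h and 24 h, and 1 of 7 and 0 of 1 for the times in A549 and H1975 were not well above background on any array of at least 1 of the groups compared.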

Other observations

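The tests of the lists in the differences between lines and times, and the values by run, were chosen after the results were seen. The comparisons and all lists but S phase were fixed before the data were examined. Joining both versions for the S phase list was settled after first values had been seen. The paper's transcriptome results are for A549 cells, at 1.5 mg/ml where a dose is given in Fig. 2C, and the values here are for 0.75 mg/ml.

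The cell cycle genes, which the paper reports as enriched in A549 in Table 1, changed in H1975 at 24 h. The median log2 fold change of the G2/M list was -1.11 (camera adjusted p = 6.1e-38), with all 54 genes lower and 33 past the threshold, and 33 when adjusted over the list alone. The S phase list had a median of -0.81 (camera adjusted p = 3.8e-29), with 9 genes past the threshold, and 10 when adjusted over the list alone. At 6 h the medians were small, at -0.14 for G2/M (camera adjusted p = 4.3e-04) and -0.17 for S phase (camera adjusted p = 2.4e-06) in H1975, and -0.13 (camera adjusted p = 0.00894) and -0.16 (camera adjusted p = 4.1e-05) in A549, with no gene past the threshold, over all probes or adjusted over the list alone. In A549 at 24 h both medians were above 0, at 0.11 for G2/M (camera adjusted p = 1.2e-07) and 0.07 for S phase (camera adjusted p = 2.4e-05), and turned to -0.45 and -0.25 without both arrays of run 1. In H1975 the change of all 54 G2/M genes was lower at 24 h than at 6 h (camera adjusted p = 4.6e-36), with 0 genes past the limma threshold over all probes and 24 when adjusted over the list alone.

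The stress response list rose by a median of 0.81 in A549 at 6 h (camera adjusted p = 1.0e-36), 0.83 in H1975 at 6 h (camera adjusted p = 1.0e-27) and 1.03 in H1975 at 24 h (camera adjusted p = 2.7e-25), with 4, 10 and 12 genes past the threshold, and 7, 11 and 12 when adjusted over the list alone. In A549 at 24 h it was -0.01 (camera adjusted p = 0.723) and 0.19 without both arrays of run 1. These 3 rises held under camera with an estimated correlation and under fry. The falls of the G2/M and S phase lists in H1975 at 24 h held under fry, and had an adjusted p of 0.0812 each with an estimated correlation. The calls for these lists at 6 h, and in A549 at 24 h, held under neither.

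The p53 target list had medians of 0.03 in A549 at 6 h, -0.09 in A549 at 24 h and 0.17 in H1975 at 6 h, none past the threshold of camera, and 0.21 in H1975 at 24 h (camera adjusted p = 0.0133, with 3 genes higher past the threshold). At 6 h, 1 gene was lower past the threshold in A549 and 3 were higher in H1975. Adjusted over the list alone, 1 was higher and 1 lower in A549 at 6 h, and 3 were higher in H1975 at each time. The TGFβ response list had medians of -0.11 in A549 at 6 h and -0.02 in H1975 at 6 h, which did not pass, -0.11 in A549 at 24 h (camera adjusted p = 0.0118) and 0.22 in H1975 at 24 h (camera adjusted p = 0.0171), with no gene past the threshold in any comparison, over all probes or adjusted over the list alone. The p53 target call in H1975 at 24 h held under fry and not with an estimated correlation, and the TGFβ calls held under neither.

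The paper reports lower expression of the interactors of Survivin in A549 (Fig. 4B and 4C). Its text names SPC25, AURKA, AURKB, MAD2L1, BUB1, BUB1B, BUB3 and CDC20 among them. With BIRC5, which encodes Survivin, these are the 9 genes examined here, and they need not be the whole network. BIRC5, AURKA, AURKB, BUB1 and CDC20, and also MKI67, belong to the G2/M list. Their falls are part of the fall of that list and not separate evidence. In H1975 at 24 h all 9 were lower, with a median log2 fold change of -1.33 and a range from -1.51 (SPC25) to -0.58 (BUB3), and 7 passed the threshold, also when adjusted over the list alone. MAD2L1 (-0.99) and BUB3 missed the fold-change limit. The falls kept their direction in every setting, but the calls lie near the threshold. BIRC5 (limma adjusted p = 0.0507), BUB1 (0.06) and CDC20 (0.0811) missed it under normexp, and AURKB (0.0569) and CDC20 (0.068) with slide as a block. With only the arrays compared BIRC5, SPC25, AURKA, AURKB, BUB1B and CDC20 missed it, at limma adjusted p between 0.0512 and 0.0714. All 7 missed it with 1 array left out, at limma adjusted p up to 0.238 (CDC20), with Holm adjustment, and with the methods' t-test after Benjamini-Hochberg. In A549 none of the 9 passed, with medians of -0.17 at 6 h and 0.14 at 24 h. At 6 h all 9 were lower in A549, with log2 fold changes from -0.26 to -0.02. The 0.14 comes from 1 pair: at 24 h all 9 were higher with Pirfenidone in the A549 pair of run 1 and lower in those of runs 2 and 3, with BIRC5 at 1.48, -0.23 and -0.83. MKI67 fell by 1.36 in H1975 at 24 h (limma adjusted p = 0.039), a call lost under normexp (limma adjusted p = 0.0569), with only the arrays compared (limma adjusted p = 0.0575), with 1 array left out (limma adjusted p = 0.202) and with Holm adjustment.

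Of the mediators in Fig. 2C, SMAD3 had log2 fold changes of -0.35 in A549 and -0.49 in H1975 at 6 h, and -0.04 and -0.20 at 24 h (limma adjusted p of 0.929, 0.292, 1 and 0.615). SMAD2 had -0.23, 0.37, -0.02 and 0.50 in the same order, and BAMBI 0.01, 0.30, -0.15 and 0.25. SMAD3 at 6 h was lower with Pirfenidone in every pair of 1 run in both lines, by run -0.54, -0.25 and -0.28 in A549 and -0.68, -0.45 and -0.35 in H1975 (limma unadjusted p = 0.0773 and 0.0178). SMAD2 was higher in every pair in H1975, by run 0.50, 0.21 and 0.39 at 6 h and 0.80, 0.21 and 0.49 at 24 h (limma unadjusted p = 0.0384 and 0.00701). In A549 SMAD2 was lower in every pair at 6 h, by run -0.30, -0.07 and -0.31 (limma unadjusted p = 0.182). At 24 h the A549 pairs were mixed, at -0.08, -0.13 and 0.16. BAMBI was higher in every pair in H1975, by run 0.44, 0.26 and 0.22 at 6 h and 0.30, 0.22 and 0.23 at 24 h (limma unadjusted p = 0.336 and 0.424). In A549 its differences by run were 0.33, -0.14 and -0.15 at 6 h. At 24 h they were -0.55 in run 1, 0.005 in run 2 and 0.10 in run 3. These p-values come from the fit without run, so differences between runs widen their error. For BAMBI in H1975 at 24 h, run 1 had 2.28 with PBS and 2.59 with Pirfenidone, against 3.34 and 3.56 in run 3. They are not the paired t-test of Fig. 2C and do not speak against changes alike in every pair. None of the 5 pathway genes TGFBR1, TGFBR2, BAMBI, SMAD2 and SMAD3 passed in any comparison. That threshold, a fold change of 2 with adjustment over all probes, is stricter than the paired test of Fig. 2C. CD274 had a log2 fold change of -0.87 in H1975 at 6 h (limma adjusted p = 0.095) and 0.27 at 24 h.

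Beside CHAC1, the largest increases were in DNAJB9 (2.45) and FUT1 (2.21) in A549 at 6 h, in GRAMD1B (2.86) and SCARA5 (2.58) in H1975 at 6 h, and in KLHDC7B (3.46) and CSTA (2.55) in H1975 at 24 h. The largest decreases were in DGAT2 (-2.37), ZC3HAV1 (-1.79) and RPL27A (-1.79) in A549 at 6 h, in KRTAP2-3 (-2.38), MYEOV (-1.66) and EDN1 (-1.44) in H1975 at 6 h, and in CSRP3 (-2.18), RIMS2 (-2.06) and RTKN2 (-1.96) in H1975 at 24 h. A second probe of ZC3HAV1 changed by -0.23, a second probe of SCARA5 by 0.33, and the probes of RTKN2 ranged from -1.96 to -0.57. No probe met this rule in A549 at 24 h. The 3 probes that passed there, for ZNF833P, PNPLA5 and a transcript without a symbol, were well above background on at most 1 array of each group and were chosen after their values were seen.

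Across the 23827 probes, which are not independent replicates, the log2 fold changes of the lines correlated with a Pearson r of 0.41 at 6 h and -0.01 at 24 h (Spearman rho 0.45 and -0.04). The 24 h value depends on the A549 pair of run 1, without which the Pearson r was 0.39. The lines have separate PBS arrays. Of the 42 probes that passed in A549 at 6 h, 14 also passed in H1975 at 6 h, all 14 in the same direction. In H1975, 48 of the 117 probes that passed at 6 h also passed at 24 h, all 48 in the same direction, and the changes at both times come from separate PBS arrays.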
